# Anti-complement component 5 antibody targeting MG4 domain inhibits choroidal neovascularization

**DOI:** 10.18632/oncotarget.17221

**Published:** 2017-04-19

**Authors:** Dong Hyun Jo, Jin Hyoung Kim, Wonjun Yang, Hyori Kim, Shinjae Chang, Dongjo Kim, Minseok Chang, Kihwang Lee, Junho Chung, Jeong Hun Kim

**Keywords:** age-related macular degeneration, choroidal neovascularization, complement component 5, MG4 domain, therapeutic antibody

## Abstract

Age-related macular degeneration (AMD) is one of the main causes of visual impairment in adults. Visual deterioration is more prominent in neovascular AMD with choroidal neovascularization (CNV). Clinical and postmortem studies suggested that complement system activation might induce CNV. In this study, we demonstrated that an anti-mouse complement component 5 (C5) antibody targeting MG4 domain of β chain effectively inhibited CNV which was induced by laser photocoagulation in mice. The targeted epitope of this anti-C5 antibody was different from that of currently utilized anti-C5 antibody (eculizumab) in the MG7 domain in which a single nucleotide polymorphism (R885H/C) results in poor response to eculizumab. Even with targeting MG4 domain, this anti-C5 antibody reduced production of C5a, monocyte chemoattractant protein-1 and vascular endothelial growth factor to prevent infiltration of F4/80-positive cells into CNV lesions and formation of CNV. Furthermore, anti-C5 antibody targeting MG4 domain induced no definite toxicity in normal retina. These results demonstrated that anti-C5 antibody targeting MG4 domain inhibited CNV in neovascular AMD.

## INTRODUCTION

Complement dysregulation induces the pathogenesis of age-related macular degeneration (AMD), the leading cause of blindness in adults over 50 years of age [1, 2]. One of the most important genetic risk factors in AMD is a polymorphism (Y402H) in the alternative pathway inhibitor, complement factor H [3, 4]. In addition, genetic variants in complement component 3 (C3), complement component 2 and complement factor B are also known to be associated with AMD [5, 6]. In particular, upon the activation of the complement system, activation fragments (for example, C3a and C5a) can amplify and exacerbate inflammation and tissue injury [7]. In the eye of a patient with AMD, C3a and C5a are localized to drusen, the proximity of retinal pigment epithelial (RPE) cells and Bruch's membrane [8]. In line with these results, drusen in the eyes of patients with AMD are immunopositive with complement component 5 (C5) and C5b-9 complex [9] and the C5 components are present in the drusen and RPE cells overlying or directly adjacent to the drusen [10]. In addition, increased plasma levels of Bb, C3a, C4a, and C5a are associated with AMD [11, 12] and the C5-positivity in membranes of choroidal neovascularization (CNV) is linked with the size of CNV [13]. Accordingly, various complement inhibitors were in development for the treatment of AMD [14].

In the C3-C5 axis, potential targets include individual component (for example, C3 and C5), activation fragments (for example, C3a and C5a) and C5 convertases [7]. Among them, C3 and C5 have been targets of therapeutic drugs for the treatment of AMD. POT-4 (Compstatin, Potentia) is a peptide-based drug targeting C3 [15]. On the other hand, ARC1905 (Zimura, Ophthotech), LFG316 (Novartis) and eculizumab (Soliris, Alexion) target C5 [2, 14]. Because the mechanism how C5 convertases cleave C5 remains elusive, it is important to pinpoint the binding sites of C5-targeting drugs and investigate their biological activities [16]. Furthermore, recent studies emphasized the roles of thrombin, plasmin and human neutrophil elastase other than C5 convertase in the production of activation fragments by the cleavage of C5 [17–19]. These findings added a layer of complexity in the regulation of C5 cleavage for the treatment of complement-related diseases. In addition, the polymorphisms in the target protein might be considered because they can result in poor response to antibody-based treatments, as a genetic variant in MG7 domain of C5 (R885H) attenuates clinical effects of FDA-approved eculizumab [20]. In this context, it is necessary to develop anti-C5 antibody targeting different domains of C5 with effective functional activity.

In this study, we investigated the biological activity of an antibody targeting MG4 domain of murine C5 in a murine model of laser-induced CNV. This model confers an accelerated model of neovascular AMD, demonstrating transition of phases from inflammation to neovascularization [8]. In contrast to eculizumab targeting MG7 domain which inhibits C5 cleavage by the C5 convertase, this antibody might prevent the formation of effector proteins from C5 by other proteases. Nevertheless, our anti-C5 antibody also inhibited CNV, comparable to that of BB5.1, a murine surrogate antibody to eculizumab. This anti-C5 antibody inhibits production of C5a, monocyte chemoattractant protein (MCP)-1 and vascular endothelial growth factor (VEGF) after laser photocoagulation, preventing infiltration of F4/80-positive cells into CNV lesions. Despite excellent therapeutic efficacy, anti-C5 antibody does not induce definite toxicity in normal retina. These results suggest the potential of the newly developed anti-C5 antibody in the treatment of neovascular AMD and further indications.

## RESULTS

### Development of an anti-C5 antibody targeting MG4 domain

An antibody targeting MG4 domain of mouse C5 was developed through immunization, phage-display, and further biopanning using recombinant β-chain and MG4 domain of mouse C5 (Figure 1A). As shown in Figure 1B, MG4 domain resides in the β-chain of C5. In non-reducing and reducing conditions, this anti-C5 antibody effectively recognized whole mouse C5 and β-chain of C5, respectively, from DBA/1 mouse sera (Figure 1C). In reducing condition, C5 is divided into α- and β-chain, which are linked to each other with disulfide bonds. Further ELISA analyses showed that anti-C5 antibody specifically bound to recombinant β-chain and MG4 domain of mouse C5 at sub-nanomolar concentrations (Figure 1D). These results demonstrated that anti-C5 antibody effectively bound to mouse C5, especially MG4 domain.

**Figure 1:**
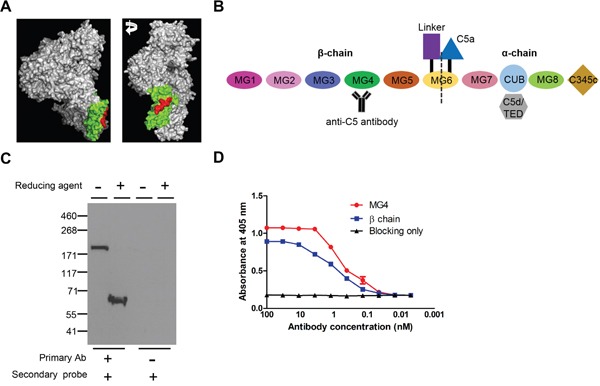
Development of anti-C5 antibody targeting MG4 domain **(A)** 3-D structure of C5 (Reference PDB 3CU7). MG4 domain and binding epitope of anti-C5 antibody were identified in green and red, respectively. **(B)** Schematic diagram of mouse C5 with anti-C5 antibody. **(C)** Western blot analyses of serum of DBA/1 mouse with anti-C5 antibody in non-reducing and reducing conditions. Representative figures from 3 independent experiments. **(D)** Binding affinity of anti-C5 antibody to MG4 domain and β-chain of mouse C5 on ELISA (*n* = 6).

### Anti-C5 antibody targeting MG4 domain inhibits laser-induced CNV in mice

There have been no reports on the functional activity of anti-C5 antibody targeting β-chain or MG4 domain. To verify the biological activity of anti-C5 antibody targeting MG4 domain, it was injected into the vitreous cavity of mice just after laser photocoagulation. In this mouse model of laser-induced CNV, anti-C5 antibody inhibited the formation of CNV, comparable to that of BB5.1, a murine surrogate antibody to eculizumab (Figure 2A and 2B). In contrast, there was no definite anti-angiogenic activity with delayed injection of anti-C5 antibody 4 days after laser photocoagulation (Figure 2C), indicating that there might be time-dependent action of anti-C5 antibody.

**Figure 2:**
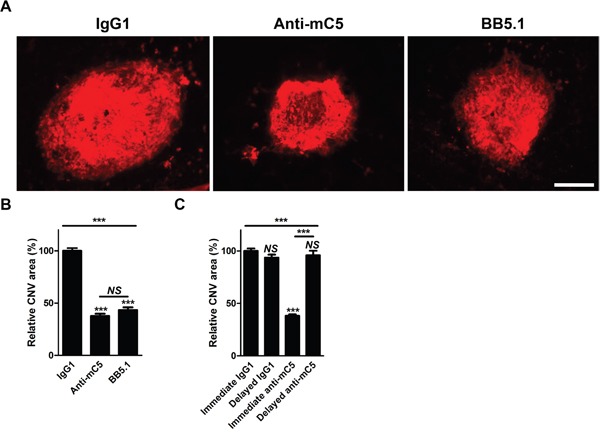
Anti-C5 antibody targeting MG4 domain inhibits laser-induced CNV in mice **(A)** Representative photographs of CNV at 7 days after laser photocoagulation and intravitreal injection of IgG1 isotype control, anti-C5 antibody, or BB5.1 demonstrated by immunostaining with isolectin B4-594. Scale bar, 200 μm. **(B)** Quantitative demonstration of relative CNV areas regarding Figure 2A (*n* = 12). **(C)** Quantitative demonstration of relative CNV areas at 7 days after laser photocoagulation. ‘Immediate’ and ‘Delayed’ indicate that antibodies were injected just after laser photocoagulation and 4 days later, respectively (*n* = 12). Anti-mC5, anti-C5 antibody; IgG1, IgG1 isotype control. NS, P-value > 0.05; ***, P-value < 0.001 (Kruskal-Wallis test with post-hoc Dunn's multiple comparison test).

### Anti-C5 antibody reduces production of C5a, MCP-1 and VEGF after laser photocoagulation

A laser-induced CNV model in mice is an accelerated model of neovascular AMD [8]. Laser photocoagulation not only induces a break in Bruch's membrane but also invokes inflammatory cascades to promote the growth of new vessels [21, 22]. As in a previous report [8], C5a was increased 6 hours after laser photocoagulation (Figure 3A and Supplementary Figure 1A). The peaks of levels of MCP-1 and VEGF were evident at 12 hours and 3 days after laser photocoagulation, respectively (Figure 3B and 3C; Supplementary Figure 1B and 1C). Cytokine arrays of 40 different cytokines also demonstrated that sequential elevation of C5a (6 hours) and MCP-1 (24 hours) in RPE-choroid-scleral complexes after laser photocoagulation (Figure 3D).

**Figure 3:**
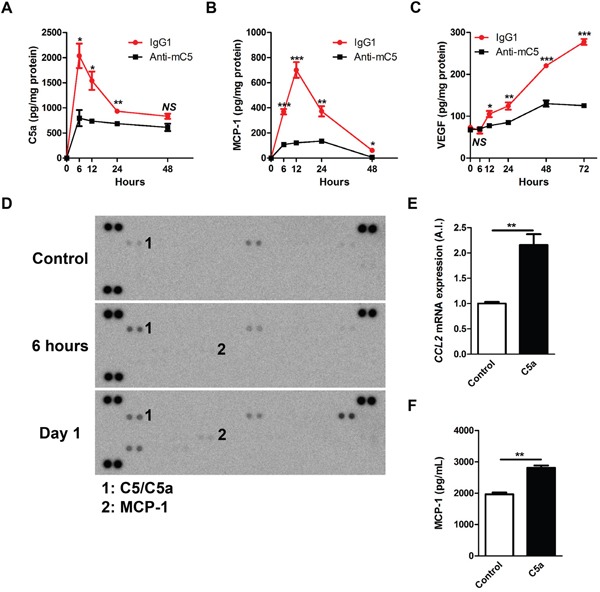
Anti-C5 antibody reduces sequential expression and secretion of C5a, MCP-1, and VEGF after laser photocoagulation **(A-C)** The levels of C5a **(A)**, MCP-1 **(B)**, and VEGF **(C)** in RPE-choroid-scleral complexes (*n* = 6). The extended versions of the graphs are provided in Supplementary Figure 1. **(D)** The patterns of multiple cytokines in RPE-choroid-scleral complexes after laser photocoagulation. Representative figures from 3 independent experiments. **(E)** Relative CCL2 mRNA expression according to the treatment with C5a in ARPE-19 cells (*n* = 6). **(F)** Amounts of VEGF in conditioned media according to the treatment with C5a (*n* = 6). Anti-mC5, anti-C5 antibody; IgG1, IgG1 isotype control. NS, P-value > 0.05; *, P-value < 0.05; **, P-value < 0.01; ***, P-value < 0.001 (Mann-Whitney U-test).

Anti-C5 antibody, when administered intravitreally just after laser photocoagulation, effectively inhibited the sequential increase in the production of C5a, MCP-1 and VEGF (Figure 3A-3C). Upon activation of the complement system, C5 is cleaved into C5a and C5b. RPE cells are known to increase the expression of various inflammatory cytokines on C5a stimulation [23, 24]. In lines with these results, C5a treatment increased the expression of *CCL2* mRNA (Figure 3E) and the secretion of MCP-1 into the media (Figure 3F) in ARPE-19 cells grown as confluent cells. These results supported the data on production of C5a and MCP-1 *in vivo*.

### Anti-C5 antibody prevents infiltration of F4/80-positive cells in CNV lesions

As macrophage infiltration is observed in human CNV samples [13, 25], macrophages infiltrate into CNV lesions in a murine laser-induced CNV model and the degree of macrophage infiltration peaks at 3 days after laser photocoagulation [8, 26–28]. The infiltrated macrophages evolve to display VEGF expression [29] and are polarized to pro-angiogenic M2-type [30, 31]. Upon the treatment with anti-C5 antibody, the degree of infiltration of F4/80-positve cells was significantly decreased at 3 days after laser photocoagulation (Figure 4A and 4B). As in a previous report on the use of antibodies to C3a and C5a [8], anti-C5 antibody effectively attenuated the first (day 1) and second (day 3) increase of VEGF in a murine laser-induced CNV model (Figure 3C and Supplementary Figure 1C). The first increase in VEGF might be due to from resident cells including RPE [8], as C5a induced increased expression and secretion of VEGF in RPE cells (Supplementary Figure 2A and 2B). On the other hand, the second surge might be due to infiltrated macrophages, as they exhibit pro-angiogenic properties with VEGF expression [28–31].

**Figure 4:**
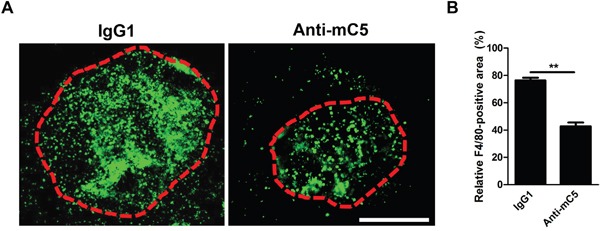
Anti-C5 antibody prevents infiltration of F4/80-positive cells in CNV lesions **(A)** Representative photographs of F4/80-positive cells in CNV lesions at 3 days after laser photocoagulation and intravitreal injection of anti-C5 antibody. Red dashed lines delineate CNV areas. Scale bar, 200 μm. **(B)** Quantitative analyses of relative F4/80-positive areas of CNV lesions (*n* = 6). Anti-mC5, anti-C5 antibody; IgG1, IgG1 isotype control. **, P-value < 0.01 (Mann-Whitney U-test).

### Anti-C5 antibody does not induce definite toxicity in the normal retina

In the development of therapeutic agents for retinal diseases, it is important to consider potential toxicity on the normal retina not to affect the vision [32, 33]. 

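Retinal RNA was measured on 9 expression arrays, 3 for each of 3 groups: control mice, mice given anti-C5 antibody at 1 μg per eye, and mice given it at 10 μg per eye, in an intravitreal volume of 1 μL. The retinas were taken 7 days after the injection. Each array holds the pooled RNA of 4 retinas from different mice, so that the spread between the arrays of a group is that between pools. The number of mice in each group, and with it whether the pools of a group share mice, is not clear from the paper's text. The paper gives the control injection as IgG1 isotype, whereas the labels of the control arrays name the PBS vehicle; these arrays are called control. The paper names the GeneChip Mouse Gene 1.0 ST array, and the probe set identifiers of the deposited values are those annotated here to a later Mouse Gene ST array.
The authors extracted the images with Affymetrix Command Console, then ran Robust Multi-Average (RMA), which corrects the background, gives all arrays the same distribution of probe values and summarises the probes of each probe set, in Affymetrix Expression Console 1.1. The deposited values are on the log2 scale, with 41345 probe sets per array. They run from 1.35 to 13.74, and the array medians lie between 5.88 and 6.04. Any pair of the 9 arrays correlated with an r of 0.971 to 0.991 across probe sets, which are not independent replicates. Of the probe sets, 23521 name exactly 1 gene, 1814 name several genes and 16010 are unnamed here. The signal of a probe set that names several genes cannot be assigned to any of them.
The 25335 named probe sets were compared between groups with limma on all 9 arrays, with Benjamini-Hochberg adjustment within each comparison. The median standard error of a log2 difference was 0.093, and the number of arrays limits this precision. The paper's text names no test for the arrays; its figure legends name tests for the other experiments. For this reason each comparison is given both by the adjusted p and by the thresholds of the paper, a change over 2-fold with an unadjusted P-value below 0.05. Gene groups of retinal cell types, of cells that a dissected retina can carry with it and of stress, immune and vascular pathways were compared with the remaining genes by limma's camera test with a preset correlation of 0.01, taking for each of 22180 genes its brightest probe set of its own.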

To investigate the potential toxicity of anti-C5 antibody to the normal retina, gene expression microarray was performed using the retinal samples prepared 7 days after the treatment with anti-C5 antibody at the therapeutic dose (1 μg per eye; Figure 5A and Supplementary Table 1) and 10 times the therapeutic dose (10 μg per eye; Figure 5B and Supplementary Table 2). 

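After 10 μg of anti-C5 antibody, 1 transcript fell and a small group of repeated genes rose in the retina. 1700071K01Rik, a transcript of unknown function, fell from a log2 value of 8.66 ± 0.10 in the control pools (SD, n = 3) to 7.23 ± 0.08 at 10 μg (SD, n = 3). The 4 probe sets that rose are all annotated to both Csprs and Gm7609, between which the signal cannot be assigned. Their signals were 2.35-fold to 2.89-fold those of control, and they were chosen for mention after their values were seen. A probe set that names Gm7609 alone was at 1.28-fold at 10 μg (adjusted p = 0.474 from limma). After 1 μg, no probe set passed the adjusted test, and 1700071K01Rik had a value of 7.88 ± 0.21 (SD, n = 3). By the thresholds of the paper, probe sets for Y-linked genes and vomeronasal receptors that exist in many copies were brighter after both doses, at 1 μg on 2 of the 3 arrays for the Y-linked genes.
The log2 change of 1700071K01Rik at 10 μg was -1.43 (standard error 0.108, adjusted p = 0.0138 from limma), with all 3 pools lower than every control pool. At 1 μg it was -0.79 (adjusted p = 0.506 from limma). The probe sets of Csprs and Gm7609 had an adjusted p of 0.0464 at 10 μg, and 2 of the 4 hold identical values. No other probe set passed: 5 of 25335 in all at 10 μg, 0 at 1 μg and 0 between the doses. The counts at an unadjusted p below 0.05 were 4416 at 10 μg, 2290 at 1 μg and 2630 between the doses, where chance alone gives 1266.75. With the ordinary and the unequal-variance test in place of limma, 0 passed the adjusted test at either dose. With limma and identical probe sets counted once, the probe sets of Csprs and Gm7609 no longer passed at 10 μg.
Several genes lay just above the threshold at 10 μg, each with an adjusted p of 0.052 from limma. Among them Btbd35f1, a member of a multicopy family, was at 2.27 log2 above control (standard error 0.254), and Srsy, a Y-linked gene, at 1.97 (standard error 0.265). The pheromone receptor Vmn1r173 was at 1.25 and Vmn1r221 at 0.79. On the lower side, the olfactory receptor Olfr1502 was at -1.27, the precursor of the neuronal microRNA Mir128-1 at -0.77, Syne1, which encodes the nuclear envelope protein nesprin-1, at -0.64, Mir677 at -0.64 and Taf1d, a subunit of the RNA polymerase I initiation complex, at -0.51. At 1 μg the genes with the smallest p-values in each direction included, besides 1700071K01Rik, Mir329 (-0.93) and Coro6 (-0.44) on the lower side and 2900092D14Rik (0.49) and Olfr446 (0.47) on the higher side.
By the thresholds of the paper, 286 probe sets differed at 10 μg, 259 higher and 27 lower, and 172 at 1 μg, 162 higher and 10 lower. Those naming several genes made up 68.2% of the 286 and 80.2% of the 172, against 7.16% of all probe sets tested, and all of them were higher. Multicopy genes of the Y chromosome that are transcribed in the testis, such as Sly, Ssty1, Ssty2 and Rbmy, accounted for many: of 68 probe sets naming such a gene among several, 60 passed at 10 μg and 43 at 1 μg, with a median of 3.71-fold and 2.26-fold. These 68 hold only 33 distinct sets of values, so the counts repeat some measurements. Replicate 2 at 1 μg was not raised, with a median of 0.06 against 0.35 for control replicate 3. Of 62 such probe sets for vomeronasal receptors, which detect pheromones, with 47 distinct sets of values, 36 passed at 10 μg and 37 at 1 μg, with a median of 3.08-fold and 2.16-fold. Of 23 such probe sets for olfactory receptors, 0 passed at either dose, but 22 of them name only 2 or 3 genes. Vomeronasal probe sets naming 2 or 3 genes had a median log2 change of only 0.30 at 10 μg, so the families are not compared alike. Among the 23521 probe sets of 1 gene, 91 passed at 10 μg (64 higher) and 34 at 1 μg (24 higher).

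**Figure D1:**
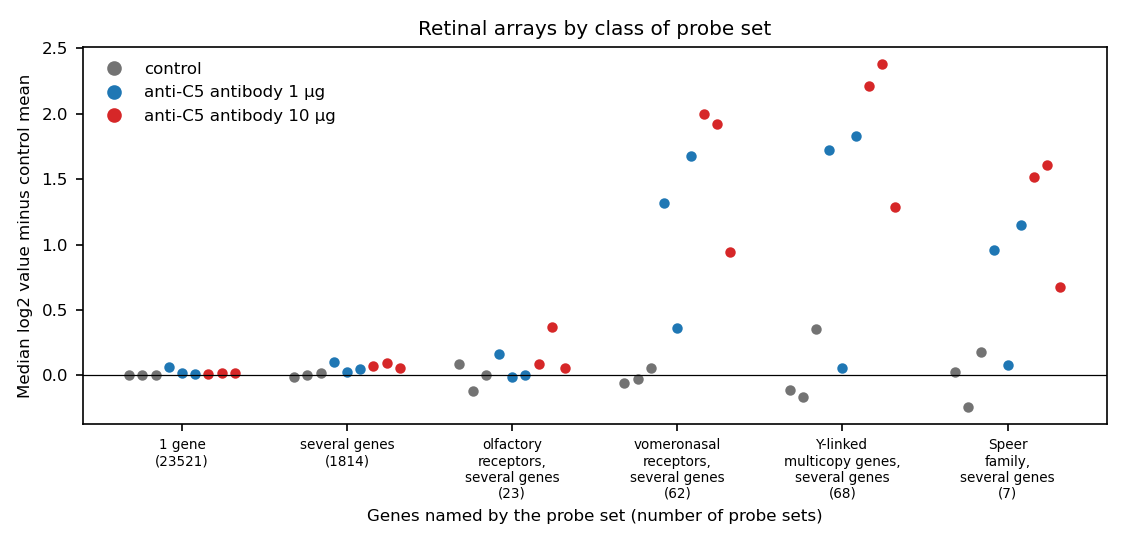
Median log2 value minus the control mean (vertical axis) for each of the 9 arrays, by class of probe set (horizontal axis, with the number of probe sets). Each point is 1 array; the arrays at 10 μg lie at 2.00, 1.92 and 0.94 for vomeronasal receptors, those at 1 μg at 1.32, 0.36 and 1.68, and the medians of the probe sets of 1 gene lie near 0 on all arrays.

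For 96.3% of the probe sets at 10 μg and 97.4% at 1 μg, the 95% confidence interval of the difference excluded a 2-fold change in either direction. The count of 5 at 10 μg rests on single arrays. It was 328 without replicate 3 at 10 μg, 250 without replicate 2 at 1 μg and 178 without replicate 1 at 1 μg, all of which enter the estimate of the spread. Without control replicate 3 it was 2, and none of the 5 was among these 2. It was 0 without control replicate 1 or 2 or replicate 1 or 2 at 10 μg. With an adjusted p below 0.1 in place of 0.05 the count at 10 μg was 575, and at 1 μg it was 0.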

There were 5 and 68 differentially expressed genes (fold change > 2 and *P*-value < 0.05) upon treatment with anti-C5 antibody at the therapeutic and 10 times the therapeutic doses, respectively. In addition, there were no definite changes in histologic integrity of the retinal layers, the total thickness of retinal layers (Figure 5C and Supplementary Figure 3) and apoptotic activity measured by the level of cleaved caspase-3 (Figure 5D) at 7 days after the treatment of anti-C5 antibody at 10 times the therapeutic dose. Neither cellular toxicity was observed in murine brain microvascular endothelial cells with the treatment of anti-C5 antibody at the concentrations from 1 ng/mL to 1 μg/mL in WST-1 assay (Figure 5E) and direct cell counting with methylene blue staining (data not shown).

**Figure 5:**
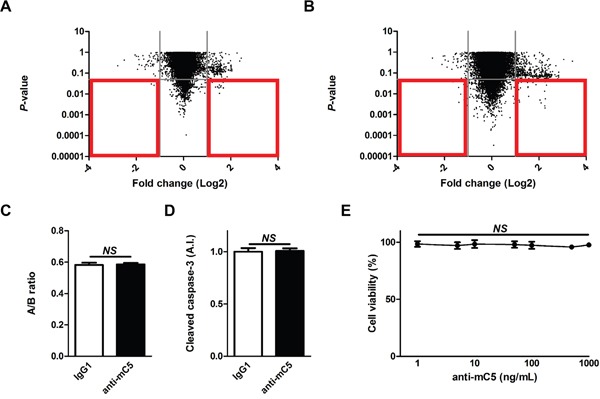
Anti-C5 antibody does not induce definite toxicity in the normal retina **(A and B)** Gene expression profiles in the retina at 7 days after intravitreal injection of (a) 1 μg and (b) 10 μg of anti-C5 antibody. Red boxes indicate differentially expressed genes of which fold changes were over 2 and P-values were less than 0.05. **(C)** The ratios (“A/B ratio”) of retinal thickness of the inner retina (from the internal limiting membrane to the inner nuclear layer, “A”) to the whole retina (from the internal limiting membrane to the outer nuclear layer, “B”) according to the treatment with IgG1 isotype control or anti-C5 antibody (*n* = 6). **(D)** Relative amounts of cleaved caspase-3 in the retina according to the treatment with IgG1 isotype control or anti-C5 antibody (*n* = 6). **(E)** Relative cell viability of bEnd.3 cells with the treatment of anti-C5 antibody at varying concentrations (*n* = 6). Anti-mC5, anti-C5 antibody; IgG1, IgG1 isotype control. NS, P-value > 0.05 (Mann-Whitney U-test in Figure 5C and 5D; Kruskal-Wallis test and post-hoc Dunn's multiple comparison test in Figure 5E).

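As groups, genes of retinal ganglion cells, of microglia and macrophages and of the oxidative stress response were higher than the remaining genes after both doses of anti-C5 antibody, and at 10 μg so were genes of Müller glia, with medians of at most 1.19-fold, while lens genes were lower after both doses. None of these calls held with an estimated correlation, which gave adjusted p-values of 0.584 to 0.86. For lens genes, 1 control pool lay below every treated pool. The genes of rod, cone and bipolar cells, of apoptosis, of the complement system and of cytokines and adhesion molecules did not pass as groups at 10 μg. No gene of any list passed the adjusted test by itself, at either dose.
Of 14 measured genes of retinal ganglion cells, all 14 had a value above control at 10 μg, with a median log2 change of 0.25; 0 passed over all probe sets and 6 when adjusted over the list alone (camera adjusted p = 2.42e-04). With an estimated correlation the adjusted p = 0.584. Examples are the transcription factor Pou4f1 at 0.35 (standard error 0.0829), the synuclein gene Sncg at 0.45 (standard error 0.12) and the neuronal tubulin Tubb3 at 0.39. At 1 μg 13 of the 14 were above control, with a median of 0.19; 1 passed when adjusted over the list alone (camera adjusted p = 5.92e-04; adjusted p = 0.687 with an estimated correlation).
Of 21 microglia and macrophage genes, 17 were above control at 10 μg, with a median of 0.21; 0 passed over all probe sets and 7 when adjusted over the list alone (camera adjusted p = 1.08e-03; adjusted p = 0.584 with an estimated correlation). Ly86, which encodes a protein bound to a Toll-like receptor homologue, was at 0.74 (standard error 0.204), the colony-stimulating factor receptor Csf1r at 0.49 and the Fc receptor chain Fcer1g at 0.37, while the marker Aif1 was at -0.05. For Müller glia 12 of 13 genes were above control, with a median of 0.15 and 3 passing over the list alone (camera adjusted p = 0.0168; adjusted p = 0.584 with an estimated correlation); the potassium channel Kcnj10 was at 0.44 and the glutamate transporter Slc1a3 at 0.31. For the oxidative stress response 11 of 14 were above control, with a median of 0.19 and 3 passing over the list alone (camera adjusted p = 7.98e-03; adjusted p = 0.584 with an estimated correlation); catalase, Cat, was at 0.37 and superoxide dismutase Sod1 at 0.31.
Gfap, whose product rises in reactive Müller cells, was at 0.74 log2 above control at 10 μg (standard error 0.244, adjusted p = 0.18 from limma) and 0.78 at 1 μg (adjusted p = 0.517 from limma), within a list of gliosis and retinal stress whose 17 genes had a median of 0.17 at 10 μg (camera adjusted p = 0.169). The 20 measured rod genes had a median of -0.01, with Gnat1, the rod transducin, at 0.01. The 13 cone genes had a median of 0.01, with Arr3, the cone arrestin, at -0.41 (adjusted p = 0.0954 from limma), and the 14 bipolar cell genes a median of 0.05. Of 26 apoptosis genes 17 were above control, with a median of 0.04; 0 passed over all probe sets and 1 when adjusted over the list alone. Casp8 was at 0.43 (adjusted p = 0.0855 from limma). The 33 complement genes had a median of -0.02, and the 24 cytokines, chemokines and adhesion molecules a median of -0.06.
Of a list of complement and inflammatory mediators, which includes those the paper measures, 13 genes were measured, with a median of -0.08 at 10 μg. C5ar1, the C5a receptor, was at -0.42 (adjusted p = 0.15 from limma), Vegfa at -0.16, Ccl2, which encodes MCP-1, at -0.08, Icam1 at 0.17, Hc, which encodes C5, at -0.11, and Adgre1, which encodes F4/80, at -0.02. C3 and Bax were not analysed here.
The pools differed in genes of tissue next to the retina. The 21 lens genes had a median of -0.46 at 10 μg, with 17 lower (camera adjusted p = 5.14e-03; adjusted p = 0.86 with an estimated correlation) and 0 passing over the list alone, and of -0.37 at 1 μg (camera adjusted p = 5.92e-04; adjusted p = 0.687 with an estimated correlation). The control pools themselves lay at 0.35, 0.59 and -1.05 around their mean for these genes. The 12 skeletal muscle genes were lower at 1 μg, with a median of -0.74 (camera adjusted p = 3.13e-05; adjusted p = 0.687 with an estimated correlation), and the 3 control pools lay at 1.41, -1.14 and -0.48.

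**Figure D2:**
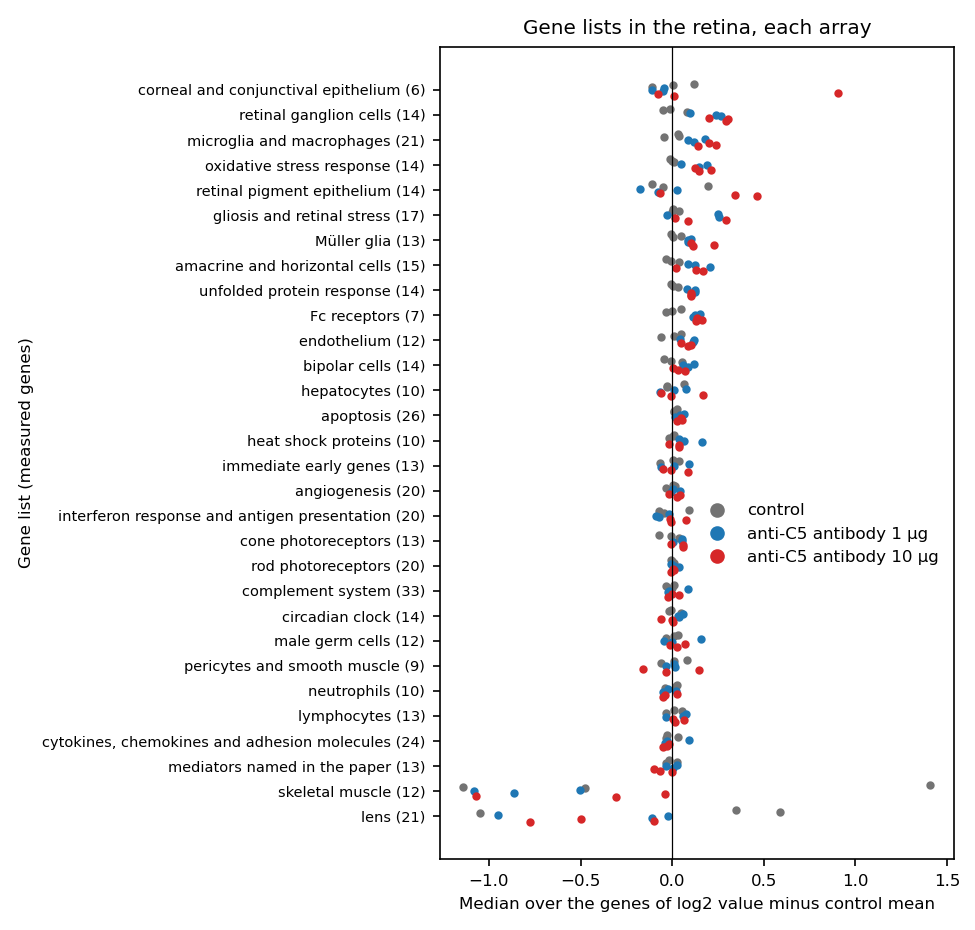
Median over the genes of each list of the log2 value minus the control mean (horizontal axis), for the 30 lists tested (vertical axis, with the number of measured genes). Each point is 1 array; for retinal ganglion cells the arrays at 10 μg lie to the right of the control arrays, while for lens and skeletal muscle the control arrays span the treated ones.

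At 10 μg 5 of 30 lists passed and at 1 μg 8, and with an estimated correlation 0 passed at either dose. At 10 μg the lens list no longer passed without control replicate 1 (adjusted p = 0.12, with a median of -0.26), control replicate 2 (0.108), replicate 1 at 10 μg (0.0553) or replicate 3 at 10 μg (0.0628), or with array weights (0.0668), and its median was -0.83 without control replicate 3 and -1.02 with dim probe sets left out. The Müller glia list did not pass without control replicate 3 (0.116) or replicate 2 at 10 μg (0.149). At 1 μg the lens list no longer passed without control replicate 1 (0.0951), control replicate 2 (0.0848, with a median of -0.21) or replicate 1 at 1 μg (0.518, with a median of -0.02), or with array weights (0.239, with a median of -0.12), and its median was -0.67 without control replicate 3 and -0.93 with dim probe sets left out. The skeletal muscle list no longer passed without control replicate 1 (0.201, with a median of -0.08). Without control replicate 2 the median of the skeletal muscle list at 1 μg was -1.29. The ganglion cell list passed at both doses without each array in turn, and at 10 μg the microglia and the oxidative stress lists did as well. At 1 μg the microglia and the oxidative stress lists each no longer passed without some single arrays. With dim probe sets left out, the oxidative stress and the Müller glia lists at 10 μg no longer passed (adjusted p = 0.0584 for both), and with cyclic loess the Müller glia list did not (adjusted p = 0.0638).
The paper sets these expression profiles beside the histology, the thickness of the retinal layers (Figure 5C), apoptotic activity by cleaved caspase (Figure 5D) and the viability of endothelial cells (Figure 5E). It states that the antibody causes no definite toxicity in normal retina.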

## DISCUSSION

In this study, an anti-C5 antibody targeting MG4 domain effectively inhibited CNV in a mouse model of CNV, a well-established animal model of neovascular AMD [21]. This model demonstrates representative characteristics of neovascular AMD including the involvement of complement system, infiltration of immune cells, and CNV [8–10, 13, 25–31]. Upon laser photocoagulation to Bruch's membrane delineating RPE and choroid, the complement system is activated in response to tissue damage and exacerbates inflammation and tissue injury as in other organs [7]. In particular, as C5 and its cleaved forms of effector proteins (C5a and C5b) are expressed in human CNV [8, 9, 13] and associated with the progression of neovascular AMD [12, 13], C5a is elevated in RPE-choroid-scleral complexes [8] and the level of C5a is related with the degree of CNV formation in the laser-induced CNV model in mice [34]. In this study, we also demonstrated that C5a was elevated in RPE-choroid-scleral complexes, of which the highest value was evident at 6 hours after laser photocoagulation (Figure 3A and Supplementary Figure 1A).

The involvement of C5 and its cleaved effector proteins in the pathogenesis of CNV might be considered in 2 distinct phases. First, C5a directly affects RPE cells to express and secrete VEGF *in vitro* and *in vivo* [8, 35, 36]. This phenomenon was confirmed using quantitative real-time polymerase chain reaction and ELISA in this study (Supplementary Figure 2A and 2B). Second, C5a attracts immune cells including macrophages by inducing the expression and secretion of cytokines such as MCP-1 and granulocyte-macrophage colony-stimulating factor (GM-CSF) [23, 37]. In a study using a primary human RPE cell line and ARPE-19 cells which possess C5a receptors, C5a increases the expression of interleukin 6, MCP-1, and GM-CSF [23]. Similarly, C5a induced the expression and secretion of MCP-1 in ARPE-19 cells (Figure 3E and 3F) and the peak of MCP-1 level was evident at 12 hours after laser photocoagulation, following that of C5a, in the laser-induced CNV model in mice (Figure 3B and 3D; Supplementary Figure 1B). Furthermore, C5a activates the expression of intercellular adhesion molecule-1 in human choroidal and umbilical vein endothelial cells, which promotes the recruitment of monocytes/macrophages [38, 39]. Macrophages which are recruited in this way demonstrate pro-angiogenic properties, including the expression of VEGF, with the increased expression of markers of M2-type macrophages [30, 31, 40]. In this context, CNV was inhibited with C5 and C5a targeting approaches in the laser-induced CNV model in mice [8, 41–43]. In this study, anti-C5 antibody inhibited the formation of CNV with the attenuation of sequential production of C5a, MCP-1, and VEGF. Based on these results, the dynamic mechanism of action of anti-C5 antibody could be established (Figure 6). Anti-C5 antibody targeting MG4 domain bound to C5 and inhibited the cleavage of it to C5a and C5b. In this manner, the antibody prevented the activation of RPE to secrete VEGF (related with the first surge of VEGF in a laser-induced CNV model) and MCP-1, which attracts VEGF-expressing macrophages to the CNV lesions (related with the second surge of VEGF).

**Figure 6:**
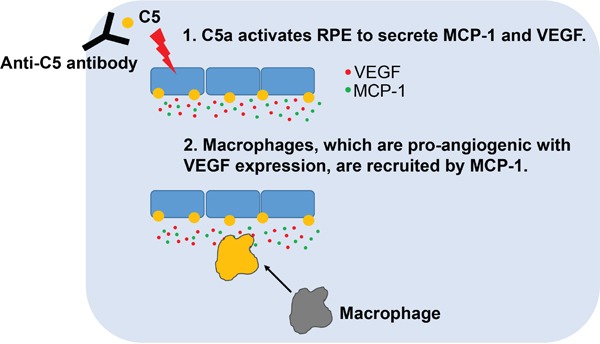
Schematic summary of the mode of action of anti-C5 antibody in the inhibition of CNV

It is also remarkable that the inhibition of C5-mediated process was accomplished by anti-C5 antibody targeting MG4 domain in β-chain of C5. The currently utilized anti-C5 antibody in paroxysmal nocturnal hemoglobinuria, eculizumab, targets MG7 domain in α-chain, preventing the interactions between C5 and C5 convertases [16, 44, 45]. Despite its clinical success, the R885H/C mutation which is evident in 3.2-3.5% of Japanese population [20] disrupts the eculizumab epitope and is associated with poor response to eculizumab. Although the exact roles of MG4 domain in the production of active fragments are yet to be established, MG4 domain targeting might intervene the cleavage of C5 by proteases including thrombin, plasmin, and human neutrophil elastase other than C5 convertase. Inhibition via mechanically distinct strategies against C5 potentially allow fine-tuning of therapeutic effects from the regulation of C5 cleavage [16].

In conclusion, our anti-C5 antibody inhibited the formation of CNV by binding to MG4 domain of C5 and subsequently preventing C5 to be cleaved to effector proteins. Targeting the specific epitope in β-chain of C5 with sufficient biological activity confers a way to bypass resistance to ones targeting MG7 domain including Arg-885 where single nucleotide polymorphism occurs at ∼3% of the Asian population. Furthermore, with targeting to C5 in the complement system, anti-C5 antibody effectively inhibited the expression and secretion of VEGF from RPE and the infiltration of pro-angiogenic macrophages into CNV lesions, preventing the growth of CNV. This study suggested that anti-C5 antibody targeting MG4 domain might exert effective therapeutic activity against CNV and could be a valuable armamentarium against wet AMD.

## MATERIALS AND METHODS

### Development of an anti-C5 antibody targeting MG4 domain

Total RNA was prepared using TRI reagent (Invitrogen) form spleen, bone marrow and bursa of Fabricius of white leghorn chickens which had been immunized against MG4 domain and β-chain of mouse C5. First-strand cDNA was synthesized using superscript reverse transcriptase with oligo (dT) priming (Invitrogen). Using this cDNA, a phage-display library of rabbit single-chain variable fragment (scFv) was constructed using pComb3XSS phagemid vector as previously described [46, 47]. After the library construction, scFv clones were selected from the library through five rounds of biopanning as described previously [46]. For each round of biopanning, 1.5 μg of mouse MG4 domain and β-chain protein coated magnetic beads (Dynabeads M-270 Epoxy; Invitrogen) were used. The anti-mouse C5 antibody is chimeric antibody containing chicken scFv and murine IgG1 of which heavy chain and light chain were subcloned into the pCT184 and pCT146, respectively. These vectors were co-transfected to Chinese hamster ovary-K1 cells and the supernatant was subjected to protein G affinity gel chromatography for purification. This process of antibody production was supported by Celltrion.

### Western blot analysis

DBA/1 mouse sera were diluted 1/10 with PBS and electrophoresed under reducing and non-reducing conditions in a SDS-PAGE gel (NuPAGE 3-8% Tris-Acetate, Invitrogen) and transferred to a nitrocellulose membrane (Whatman) as reported previously [48]. The membrane was blocked with 5% skim milk with PBS containing 0.02% Tween-20 (Sigma) for 1 hour at room temperature (RT) and then incubated with 5 μg/ml of anti-C5 x anti-cotinine bispecific tandem scFv-human Fc fusion protein overnight at 4°C. The blots were washed with PBS containing 0.02% Tween-20 five times and incubated with 1 μg/ml of cotinine-horseradish peroxidase for 2 hours at RT. The blots were visualized as described previously [49].

### ELISA for the measurement of binding affinity of anti-C5 antibody to C5

The half-well ELISA plates (Corning) were coated with 100 ng of mouse C5 β chain and MG4 domain proteins with ckappa-tag overnight at 4°C. The wells were blocked with 150 μL of 3% BSA in PBS (w/v) for 1 hour at 37°C. The plates were washed with 150 μL of PBS containing 0.05 % Tween-20. 1 μM of anti-C5 antibody 1:3 serially diluted with 3% BSA in PBS (w/v) and incubated at 37°C for 2 hours. After washing with 150 μL of PBS containing 0.05 % Tween-20 three times, 50 μL of horseradish peroxidase-conjugated goat anti-mouse IgG (Fc) antibody (Sigma, A0168) diluted in blocking buffer (1:5,000) was added to each well and incubated for 1 hour at 37°C. After repeated washing three times, 1 μg/ml of 2, 2′-azino-bis(3-ethylbenzothiazoline-6-sulphonic acid) (Amresco) in 0.05 M citric acid buffer (pH 4.0) and 1.0 % H_2_O_2_ were added to each well, and the optical density was measured at 405 nm.

### Mice

6-week-old male C57BL/6J mice were purchased from Central Laboratory Animal and then maintained in a specific pathogen free facility in Seoul National University. All animal experiments were performed in accordance with the Association for Research in Vision and Ophthalmology statement for the use of animals in ophthalmic and vision research and all the procedures regarding animal experiments were approved by the Institutional Animal Care and Use Committee of Seoul National University.

### Laser-induced choroidal neovascularization in mice

After deep anesthesia with zolazepam plus tiletamine (3.75 mg/Kg, Virbac) and xylazyine (7.5 mg/Kg, Bayer), mice were treated with a customized laser indirect ophthalmoscope system (ILOODA) to induce the rupture of Bruch's membrane (300 μm spot size, 300 mW power, and 100 ms exposure time). After the laser photocoagulation, IgG1 isotype control (cat. no. sc3877, Santa Cruz; 1 μg/1 μL), anti-C5 antibody (1 μg/1 μL), or BB5.1 (Hycult; 1 μg/1 μL) was intravitreally administered to 12 mice per each group. For the evaluation of the effects of anti-C5 antibody on CNV, the enucleated eyes were prepared for the isolation of RPE-choroid-scleral complexes at 7 days after the laser photocoagulation. After immunostaining of RPE-choroid-scleral complexes with isolectin B4-594 (1:100; cat. no. I21413, Invitrogen), CNV was quantitatively analyzed by the measurement of the area using the ImageJ program (NIH). The absolute CNV area of IgG1-treated group (*n* = 6) was measured to be 0.15 ± 0.01 mm^2^.

### Protein preparation from RPE-choroid-scleral complex of mice

The enucleated eyes were prepared for the isolation of RPE-choroid-scleral complexes at designated time points. Then, RPE-choroid-scleral complexes from mice were put into microcentrifuge tubes 500 μL PBS containing protease inhibitor cocktail. After sonication, the tubes were centrifuged (15,000 rpm, 15 minutes) to obtain supernatants.

### ELISA for the measurement of murine C5a, MCP-1, and VEGF

ELISA was performed with corresponding kits for murine C5a (cat. no. EKU03407, Biomatik), MCP-1 (cat. no. MJE00, R&D), and VEGF (cat. no. MMV00, R&D) for the measurement of each factor in extracted proteins from the RPE-choroid-scleral complexes according to the manufacturer's instructions.

### Cytokine array

Equal amount of proteins (200 μg) prepared from the RPE-choroid-scleral complex was utilized for the measurement of the levels of cytokines using Proteome Profiler™ Mouse Cytokine Array Panel A (cat. no. ARY006, R&D), according to the manufacturer's instructions.

### Cells

ARPE-19 cells (cat. no. CRL-2302, ATCC) were maintained in DMEM:F12 supplemented with 10% fetal bovine serum and 1% penicillin-streptomycin. bEnd.3 cells (cat. no. CRL-2299, ATCC) were maintained in DMEM supplemented with 10% fetal bovine serum and 1% penicillin-streptomycin. All cells were kept in a humidified incubator at 37°C (95% air and 5% CO_2_). To monitor the responses of ARPE-19 cells to C5a, the cells grown as confluent cells were treated with human C5a (cat. no. 2037-C5-025/CF, R&D) for 72 hours after 24 hours of serum deprivation.

### ELISA for the measurement of human MCP-1 and VEGF

ELISA was performed with corresponding kits for human MCP-1 (cat. no. KHC1012, Life Technologies) and VEGF (cat. no. KHG0112, Life Technologies) for the measurement of MCP-1 and VEGF in conditioned media according to the manufacturer's instructions.

### Real-time PCR

Total RNA was isolated from cells using TRI Reagent (Molecular Research Center). Then, the cDNA was prepared with High Capacity RNA-to-cDNA kit (Life Technologies). Real-time PCR was performed with TaqMan® fast advanced master mix (Life Technologies) and Gene Expression Assays (cat. no. 4331182, Life Technologies). Product IDs of specific Gene Expression Assays for *CCL2*, *VEGF*, *GAPDH*, and *18S* were Hs00234140_m1, Hs00900055_m1, Hs99999905_m1, and Hs99999901_s1. Real-time PCR was performed using StepOnePlus RT-PCR System (Life Technologis) and the results were analyzed with accompanying StepOne Software (ver. 2.2). All procedures were in accordance with MIQE guidelines.

### Gene expression microarray

Mice (*n* = 12) were treated with intravitreal injection of IgG1 isotype (1 μg/1 μL PBS) or anti-C5 antibody (1 or 10 μg/1 μL PBS). At 7 days after the injection, retinas were prepared from the enucleated eyes. Four retinas from 4 mice were put into a microcentrifuge tube for further analyses. For each condition, 3 biological replicates were prepared including 12 retinas. Total RNA was isolated using TRI Reagent (Molecular Research Center). The RNA quality was assessed by Agilent 2100 bioanalyzer using the RNA 6000 Nano Chip (Agilent) and the quantity was determined by ND-2000 Spectrophotometer (Thermo). Equal amounts of total RNA (300 ng) from each sample was converted to double-stranded cDNA. Using a random hexamer incorporating a T7 promoter, amplified RNA (cRNA) was generated from the double-stranded cDNA template though an *in-vitro* transcription reaction and purified with the Affymetrix sample cleanup module. cDNA was regenerated through a random-primed reverse transcription using a dNTP mix containing dUTP. The cDNA was then fragmented by uracil-DNA-glycosylase and apurinic/apyrimidinic endonuclease 1 and end-labeled by terminal transferase reaction incorporating a biotinylated dideoxynucleotide. Fragmented end-labeled cDNA was hybridized to the GeneChip® Mouse Gene 1.0 ST arrays for 16 hours at 45°C and 60 rpm as described in the GeneChip Whole Transcript Sense Target Labeling Assay Manual (Affymetrix). After hybridization, the chips were stained and washed in a Genechip Fluidics Station 450 (Affymetrix) and scanned by using a GeneChip® Scanner 3000 7G (Affymetrix). The image data was extracted through Affymetrix Command Console software1.1. Expression data were generated by Affymetrix Expression Console software version1.1. For the normalization, Robust Multi-Average algorithm implemented in Affymetrix Expression Console software was used. All experiments were performed triplicate. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [50] and are accessible through GEO Series accession number GSE95742 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE95742).

### Histologic analysis

Mice were treated with anti-C5 antibody (10 μg/1 μL PBS) via intravitreal administration (*n* = 6). At 7 days after the injection, the enucleated eyes were fixed in 4% paraformaldehyde and embedded in paraffin. Then, 4-μm-thickness paraffin sections were deparaffinized and hydrated by sequential immersion in xylene substitute and graded ethyl alcohol solutions. To investigate the histologic toxicity of anti-C5 antibody, H&E-stained slides were evaluated to measure the ratio of the retinal thickness from the internal limiting membrane to the inner nuclear layer to that from the internal limiting membrane to the outer nuclear layer [51].

### ELISA for the measurement of cleaved caspase-3

ELISA was performed with a kit (cat. no. DYC835-2, R&D) for the measurement of cleaved caspase-3 in extracted proteins from the retina according to the manufacturer's instructions.

### Cell viability assay

bEnd.3 cells in 96-well plates were treated with varying concentrations of anti-C5 antibody (1-1,000 ng/mL). At 48 hours after the treatment, the reagent from EZ-Cytox Cell Viability Assay Kit (Itsbio) was applied to each well. After 2 hours of additional incubation, the absorbance at 450 nm was measured using the microplate reader. These results were confirmed by direct cell counting with methylene blue staining.

### Statistical analysis

All statistical analyses were performed using GraphPad Prism 5 (GraphPad). Mean values and SEM were shown in figures. Specific *P*-values and statistical methods were provided in figure legends.

## SUPPLEMENTARY FIGURES AND TABLES

# Supplementary material for: Anti-complement component 5 antibody targeting MG4 domain inhibits choroidal neovascularization
**Source:** Oncotarget. 2017 Apr 19;8(28):45506–16. doi: 10.18632/oncotarget.17221
**Supplement:** Supplementary file 2

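Supporting Table 2 lists genes with their fold change and P-value at 10 μg of anti-C5 antibody, 38 of them higher and 30 lower than control. By name, its higher genes include many predicted genes and members of multicopy families, such as Speer4e, Sly, Rbmy and major urinary proteins, and its 15 microRNAs are all among the lower genes. The annotation used here names 30 of the genes, 13 of the higher and 17 of the lower. For 10 of the 30, the brightest probe set that names the gene names other genes as well. No comparison by name is given for the other genes of the table.
Each gene was taken by the brightest probe set that names it. On these probe sets all 30 named genes differed from control in the direction of the table at 10 μg. By limma 28 were past its thresholds, but 0 had an adjusted p under 0.05. For Gm7609 the brightest probe set, which names no other gene, was at 1.28-fold. Other probe sets, annotated to both Csprs and Gm7609, did pass, with an adjusted p of 0.0464 from limma. All 30 had the same direction at 1 μg, where 8 were past the thresholds. The genes were chosen on these arrays and both doses share the control arrays, so neither count is independent evidence of a direction. The higher genes had a median of 3.01-fold at 10 μg and 2.03-fold at 1 μg, and the lower genes 0.462-fold and 0.693-fold.
The probe set that names Speer4e, of a family expressed in the testis, together with Gm17019 was at 11.6-fold of control at 10 μg (log2 change 3.54, standard error 0.516, adjusted p = 0.052 from limma). Hamp, which encodes the iron hormone hepcidin, was at 2.04-fold (log2 change 1.03, adjusted p = 0.142 from limma), and the probe set of Mup10 and 3 other major urinary proteins at 1.89-fold (adjusted p = 0.187 from limma). Olfr1501 was at 3.01-fold. Among the microRNA precursors, Mir466g was at 0.356-fold (log2 change -1.49, standard error 0.378, adjusted p = 0.113 from limma), Mir701 at 0.404-fold, Mirlet7c-2 at 0.432-fold, Mir181a-1 at 0.434-fold and Mir300 at 0.445-fold.

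**Figure D3:**
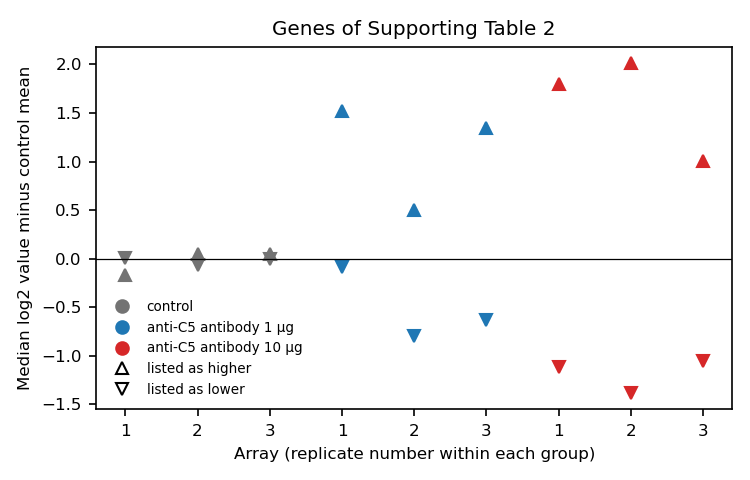
Median over the named genes of Supporting Table 2 of the log2 value minus the control mean (vertical axis), for each of the 9 arrays (horizontal axis, replicate number within each group). Upward triangles are the 13 genes listed as higher and downward triangles the 17 listed as lower; at 10 μg they lie at 1.80, 2.01 and 1.01 and at -1.12, -1.38 and -1.05.

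For the genes listed as higher, the arrays at 1 μg lay at 1.52, 0.50 and 1.35, and for those listed as lower at -0.09, -0.80 and -0.63.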

**Supporting Table 2.** The list of differentially expressed genes (total: 68 genes; > 2 fold and *P*-value < 0.05) in the retina by intravitreal injection of anti-C5 antibody (10 μg/eye; 10 times the therapeutic dose in this study).

How the deposited data were processed for this re-analysis (not part of the article)

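Total RNA of pooled mouse retinas was hybridised to Affymetrix Mouse Gene ST arrays 7 days after intravitreal injection, with 3 arrays for each of 3 groups (control, 1 μg and 10 μg of anti-C5 antibody) and 4 retinas per pool. The groups and replicate numbers come from the sample labels and the methods of the paper, which differ on the control injection. No column outside this mapping was used, and the table holds 0 of them.
The authors deposited log2 expression values made by RMA (background correction, quantile normalization across arrays and median polish) in Affymetrix Expression Console 1.1. The images themselves were not analysed here, so the background correction and normalization of the authors were kept. Array values have no read depth; the number of arrays limits the precision, and the median half-width of a 95% confidence interval was 0.212 on the log2 scale. Signals near the lower end of the range may hold little above background.
Gene symbols were taken from the platform annotation and updated for the gene lists through a RefSeq gene table of assembly GRCm38.p6, used only for names and for which genes neighbour each other. Positions are not given, because the sources used here name no genome build for the arrays. Probe sets with no symbol (16010 of 41345) were left out of the main comparisons, and 409 named probe sets share all 9 values with another one. Supporting Table 1 of the paper was not used here.
The comparisons were made with limma 3.58.1 in R 4.3.3 on all 9 arrays, so that the 3 groups share one estimate of the spread, with empirical Bayes moderation and Benjamini-Hochberg adjustment over the 25335 named probe sets at 0.05. The thresholds of the paper were applied as a fold change over 2 and an unadjusted p below 0.05. Gene lists with at least 5 measured genes were tested with camera at a preset correlation of 0.01, and again with the correlation estimated and with fry, which tests whether the genes of a list move on balance one way. Adjusted p-values of lists are over the 30 lists. The erythrocyte list had 2 measured genes and was not tested. Tables and figures were made with R and with matplotlib 3.10.9 in Python 3.11.15.
The steps were tested on simulated data. In simulated arrays with the real means and spreads, 100 probe sets changed 2-fold and 100 changed 4-fold at 10 μg against control, among 25335. Of these changes, 89% of the 2-fold and 100% of the 4-fold passed the adjusted test, and 10 unchanged probe sets did. The changed probe sets were drawn at random, with errors independent between probe sets. The shares apply to the number of changes planted and need not hold for the real arrays. There 91 probe sets of 1 gene were past the thresholds of the paper at 10 μg, and only 1700071K01Rik of these passed the adjusted test. Mir181a-1, at -1.20 (standard error 0.185), had an adjusted p of 0.052 from limma. Nor need the shares hold for multicopy probe sets of larger spread, such as that of Speer4e. Its log2 change of 3.54 at 10 μg had a standard error of 0.516, against a median of 0.093, and an adjusted p of 0.052 from limma.
The samples, tests, gene lists, alternatives and the rule for named genes were fixed before the data were examined, apart from those said to be chosen later. The rule names up to 10 probe sets of 1 gene in each direction that passed the adjusted test, then those with the smallest p, as values only, up to 5; the 4 genes of each list with the smallest p; a list of complement and inflammatory mediators that includes those the paper measures; the 5 highest and 5 lowest genes of Supporting Table 2 with its urinary protein and hepcidin genes, whose values in that table had been seen; and a set of retinal markers. Genes named outside the rule, among them Csprs and Gm7609, were chosen after their values were seen. The alternatives were the ordinary and the unequal-variance test, limma on the groups compared only, an intensity trend, a robust prior, array weights, the replicate number as a block, median centring, cyclic loess, dim probe sets left out, all probe sets, probe sets of 1 gene only and each array left out in turn.
The 2 comparisons with control share the control arrays, which by itself makes their differences alike. Their covariance across probe sets was 0.041, against 0.0109 in 100 simulations of unchanged groups with the same spreads, a difference of 0.0301, and r was 0.763 against 0.499. The share of probe sets with the same sign was 68.9% against 66.7%. With 3 control arrays the controls could not be split with 2 in each part, and part of the excess may come from them.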

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

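The microRNA groups and families, the splits of the arrays and the tests on the vomeronasal probe sets of each array, on keratin-associated protein and beta-defensin genes, on the number of genes named, on small nucleolar RNAs, on cyclic loess for the microRNAs and on their equal shift were chosen after the results were seen; the limma comparisons, the gene lists and the tests on the table's genes of each array at 10 μg, on olfactory receptors and on male germ cells were chosen before. No outlier test was made within the groups of 3 arrays.
Probe sets that name several vomeronasal receptors, genes the paper does not discuss, had a median log2 change of 1.62 at 10 μg, with every array at 10 μg above every control array, and the Y-linked and Speer probe sets of Supporting Table 2 moved with them. These probe sets, which that table does not list, were at 0.944 or more on each array at 10 μg. Their rise thus did not rest on a single array. This is no separate test, because the probe sets were flagged on these same values. The 1.01 or more of the higher genes of the table decides nothing either, because the paper chose them on these arrays. The median of the 12 male germ cell genes was at most 0.0676 on any array at 10 μg. Among them Prm1 was at 0.32 and Odf1 at 0.38, and 2 of the 12 passed over the list alone. This median argues against testis RNA as the source of so large a rise. Keratin-associated protein and beta-defensin genes, taken here as silent in the retina, were at most 0.0148 on any array at 10 μg. The authors' normalization gives all arrays the same distribution and would take out much of a rise shared by every silent gene. These values therefore cannot exclude a background or DNA that raises every silent gene alike. For the Y-linked probe sets the number of genes named does not account for the rise by itself, since Y-linked and olfactory receptor probe sets naming 2 or 3 genes differed by 1.76. For the vomeronasal probe sets the number named cannot be set aside. Those naming 2 or 3 genes had a median of 0.299 at 10 μg, near the 0.142 of olfactory receptors, against 2.07 for those naming over 10. Genomic DNA carried into the RNA, which could raise families of very many copies more than others, cannot be told apart from an effect of the antibody: olfactory receptors were at 0.127, 0.16 and 0.0534 on the arrays at 10 μg, above and below the 0.1 set beforehand. An effect of the dose stays open as well, since the vomeronasal probe sets were also at 1.32, 0.36 and 1.68 on the arrays at 1 μg, and the difference between the doses did not pass for any probe set with limma (0, with 2630 at an unadjusted p below 0.05).
The microRNA precursors as a family had a median log2 change of -0.15 at 10 μg, with 345 of 483 lower (camera adjusted p = 5.17e-13, and 0.254 with an estimated correlation). When adjusted over the family alone, 51 were lower and 4 higher. The 136 probe sets naming several precursors had a median of only -0.02. The decrease was larger in some groups of neighbouring genes, but not in those from Mir1199 to Mir27a (-0.12) and from Mir743 to Mir465 (0.03), against -0.13 outside the groups: the 43 precursors from Mir673 to Mir409 had a median of -0.50 (-0.497), or -0.45 for the 39 that Supporting Table 2 does not list, and the 22 from Mir669e to Mir669h a median of -0.56 (-0.558), or -0.23 for the 18 that the table does not list, each lower on all arrays at 10 μg than on any control array, and the 8 from Mir344d-1 to Mir344-2 a median of -0.60. A general loss of small RNA is argued against by the small nucleolar RNAs with a probe set of their own, whose median was 0.136 or more on each array at 10 μg. They were mixed, however, with 22 of 73 lower at 10 μg. When adjusted over the family alone, 20 were higher and 7 lower. The probe sets naming several of them lay at 0.00297, 0.0521 and -0.0745. A trend with signal level is argued against by the median of the precursors after cyclic loess, which was -0.155. An equal shift of every precursor is argued against by the difference of 0.368 between those outside the groups and those from Mir673 to Mir409. That these groups are transcribed less after 10 μg is a hypothesis found and tested on the same arrays; with an estimated correlation the adjusted p of the group from Mir673 to Mir409 was 0.0664. At 1 μg the family had a median of -0.07, with 316 of 483 lower (camera adjusted p = 1.04e-10, and 0.247 with an estimated correlation). Replicates 2 and 3 at 1 μg lay at -0.12 and -0.133 for the family, near the arrays at 10 μg (-0.117, -0.164 and -0.15), but replicate 1 at 0.05. At 1 μg the group from Mir669e to Mir669h was at -0.31 (camera adjusted p = 3.37e-09, and 0.0977 with an estimated correlation), or -0.26 for the 18 not listed. It was low on replicates 2 and 3 (-0.42 and -0.37) but not on replicate 1 (-0.03). The medians of this group on the arrays at 10 μg were -0.275, -0.288 and -0.416, near those of replicates 2 and 3 at 1 μg. Lower recovery of short precursors in some pools was not tested.
1700071K01Rik, which the paper does not discuss, had the smallest p of all probe sets at 10 μg, with a log2 change of -1.43 (-1.433), and its value at 1 μg lay between control and 10 μg on average. No technical or biological explanation was tested.
The 14 genes of the retinal pigment epithelium were 0.33 (0.332) higher at the median at 10 μg than at 1 μg, a comparison of the doses with each other (camera adjusted p = 2.31e-03; adjusted p = 0.884 with an estimated correlation), and without replicate 1 at 1 μg the adjusted p was 0.0577 and the difference 0.25. The difference was 0.19 without replicate 2 at 10 μg and 0.52 without replicate 1 at 10 μg. On the arrays at 10 μg these genes lay at -0.07, 0.35 and 0.46 around the control mean. No biological explanation was tested.
The 6 arrays of a comparison can be split into 3 and 3 in 10 ways, the real one included, too few for a share under 0.05. The counts of probe sets past the adjusted test were 5 at 10 μg, with 0 as the highest of the other splits, and 0 at 1 μg and between the doses, with 0 as the highest of the others, so that all 10 splits gave as many. By the thresholds of the paper they were 286 at 10 μg against at most 24, and 172 at 1 μg against at most 124. For gene lists they were 5 at 10 μg against at most 7, with 4 of the splits at 5 or more, 8 at 1 μg against at most 6, and 1 between the doses against at most 7, with 8 of the splits at 1 or more.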

How the results depend on the processing

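The counts with unlogged means and with identical probe sets counted once were chosen after seeing the data, and the other alternatives before. The cause of a change was not tested unless it is named. Signals near background limit what the arrays can show for dim genes.
At 10 μg the 5 probe sets past the adjusted p became 494 with an intensity trend, 451 with dim probe sets left out, 181 with median centring and 120 with cyclic loess. They became 2 with all probe sets, 1 with a robust prior, array weights, probe sets of 1 gene only or identical probe sets counted once, and 0 with the ordinary test, the unequal-variance test or the replicate block, and 0 to 328 without each array in turn. The replicate numbers do not pair the arrays: arrays of the same number correlated at -0.201 to 0.126 after removal of the group means, and 4 of 9 correlated best with their own number. At 1 μg the count was 0 under every alternative but 2 without control replicate 3 (0 to 2 without each array). With limma on the groups compared only, 4 passed at 10 μg, of which 1 was among the 5. 1700071K01Rik no longer passed under the ordinary and unequal-variance tests, the replicate block and without 5 of the arrays. The probe sets of Csprs and Gm7609 were lost under these as well. They also no longer passed with limma on the groups compared only, a robust prior, array weights, all probe sets or identical probe sets counted once.
By the thresholds of the paper, the 172 at 1 μg became 99 with the ordinary test, 47 with the unequal-variance test, 68 without dim probe sets, 287 with all probe sets, 35 with probe sets of 1 gene only, 3 with unlogged means, 18 with unlogged means of all probe sets and 110 with identical probe sets counted once; without each array they ran from 93 (replicate 3 at 1 μg) to 231. The 286 at 10 μg became 82 without dim probe sets, 711 with all probe sets, 91 with probe sets of 1 gene only and 58 with unlogged means, and ran from 253 to 377 without each array. With all probe sets 62.2% of them were higher.
The percent whose interval excludes a 2-fold change, 97.4 at 1 μg, was 95.8 with the ordinary test, 98.7 without dim probe sets and 92.7 with all probe sets. At 10 μg, 96.3, it was 93.5, 98.5 and 89.0 under these and 97.4 with probe sets of 1 gene only.
The 8 lists at 1 μg became 5 with array weights or without dim probe sets, and 4 to 9 without each array. The 5 at 10 μg became 3 without dim probe sets. Both were 0 with an estimated correlation and with fry.
The median of the genes of Supporting Table 2 reversed when multicopy families and microRNAs were left out, from -0.19 to 0.997 at 1 μg and from -1.06 to 1.52 at 10 μg, because fewer of its lower genes were then tested. Without each array it ran from -1.09 to -0.904 at 10 μg, and at 1 μg from -0.359 (without replicate 1 at 1 μg) to -0.0415 (without replicate 2 at 1 μg); with probe sets of 1 gene only it was -0.518 at 1 μg. The covariance of the doses, 0.041, was 0.022 with probe sets of 1 gene only.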

Differences from the paper's values

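The paper reports 5 differentially expressed genes at 1 μg and 68 at 10 μg at a fold change over 2 and a P-value below 0.05. With limma on the named probe sets the counts at these thresholds were 172 and 286. At 1 μg every alternative set before the data were examined stayed over 1.5 times the paper's count, the lowest being 35 with probe sets of 1 gene only. At 10 μg the counts with dim probe sets left out, 82, and with probe sets of 1 gene only, 91, lay within 1.5 times the paper's 68, and those of the other alternatives did not. With means of the unlogged values and an unequal-variance test on them with its degrees of freedom rounded down, a setting chosen after seeing the values, the counts were 3 and 58 named probe sets; 58 lies within 1.5 times the paper's 68, and 3 does not lie within 1.5 times the paper's 5. Over all probe sets this setting gave 18 and 230. For all 68 genes of Supporting Table 2 a probe set had the fold change and P-value of the table under it, to within 6e-04. For 67 of them the match was to within 6e-04 of the P-value itself. Many of these probe sets, such as those for Mup10 and Gm2030, were found by value alone and do not name the gene here. For such genes the match is one of numbers only. The genes the paper calls at 1 μg were not matched. The paper's text does not name this setting as the method. Of the 30 genes named by the annotation used here, each taken by its brightest probe set, 28 were past the thresholds by limma. Mup10 (1.89-fold) and Gm7609 (1.28-fold) were not, although other probe sets annotated to both Csprs and Gm7609 were.
The fold changes of 3 genes differed from those of Supporting Table 2 by more than 1.5 times and by more than the replicate spread. Gm2030 is at 5.97 in the paper's table and 3.10 here, Gm20738 at 7.131 in the paper's table and 2.97 here, and Gm7609 at 2.814 in the paper's table and 1.28 here. Several probe sets name each of these genes, and the brightest was used here. For the probe set used here, the fold under the alternatives set before the data were examined differed as well for all 3 genes: it ran from 2.71 to 3.75 for Gm2030, from 2.52 to 3.70 for Gm20738 and from 1.11 to 1.48 for Gm7609. With unlogged means, the setting chosen after seeing the values, another probe set that names Gm20738 or Gm7609 had the fold change and P-value of the table, and for Gm2030 such a probe set was found but does not name the gene. The 4 probe sets annotated to both Csprs and Gm7609 were at 2.35-fold to 2.89-fold by limma.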

Other observations

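The gene families in this part were chosen after the results were seen, and the gene lists before.
Among families with a probe set of their own, the median log2 change at 10 μg was 0.17 for 285 vomeronasal receptors, 216 of them higher and 12 when adjusted over the family alone (camera adjusted p = 2.32e-06; adjusted p = 0.254 with an estimated correlation), 0.14 for 1105 olfactory receptors (1.02e-04; 0.33 with an estimated correlation), 0.33 for 15 Speer genes (2.72e-04; 0.254 with an estimated correlation) and 0.19 for 73 small nucleolar RNAs (7.19e-03; 0.33 with an estimated correlation). Under median centring and cyclic loess these medians, and those of the vomeronasal, Y-linked and Speer probe sets that name several genes, kept their direction at 10 μg; at 1 μg the medians of the olfactory and vomeronasal receptors were negative under median centring.
Among probe sets that name several genes, the median at 10 μg went with the number named for vomeronasal receptors, from 0.30 for 2 or 3 genes to 1.42 for 4 to 10 and 2.07 for over 10. It did not for Y-linked genes, at 1.90 for 2 or 3 genes and 1.81 for 4 to 10, or for Speer genes, at 2.35 and 1.3.
At 10 μg the lists that did not pass and are not given with Figure 5 had medians of 0.11 for amacrine and horizontal cells, 0.18 for the retinal pigment epithelium, 0.35 for corneal and conjunctival epithelium (replicate 1 at 10 μg alone, at 0.91 against -0.08 and 0.01 on the other arrays at 10 μg), 0.08 for endothelium, -0.04 for pericytes and smooth muscle, -0.05 for neutrophils, -0.05 for lymphocytes, 0.01 for interferon response and antigen presentation, 0.03 for angiogenesis, 0.10 for the unfolded protein response, 0.04 for heat shock proteins, 0.09 for Fc receptors, 0.03 for immediate early genes, -0.03 for the circadian clock, 0.04 for hepatocytes, -0.03 for male germ cells and -0.43 for skeletal muscle. For the cones, the interferon response, the heat shock proteins and the male germ cells the sign of the camera test was opposite to that of the median.
At 1 μg the other lists that passed were the oxidative stress response (median 0.13, camera adjusted p = 0.0106), amacrine and horizontal cells (0.14, 0.0204), the unfolded protein response (0.12, 0.0204), microglia and macrophages (0.11, 0.0369) and, lower, the interferon response (-0.06, 0.0204), each with an adjusted p = 0.687 with an estimated correlation. Each of these 5 no longer passed without at least 1 array: the oxidative stress response without replicate 2 (0.0765) or 3 (0.0648) at 1 μg, amacrine and horizontal cells without control replicate 1 (0.0768) or replicate 3 at 1 μg (0.094), the unfolded protein response without control replicate 1 (0.111) or replicate 2 (0.104) or 3 (0.094) at 1 μg, microglia without control replicate 3 (0.304) or replicate 1 (0.145) or 3 (0.29) at 1 μg, and the interferon response without control replicate 1 (0.323, where the median turned to 0.00925) or replicate 1 at 1 μg (0.0856). With array weights the interferon response (0.0729) and microglia (0.133) no longer passed, with cyclic loess the unfolded protein response (0.0985), and with dim probe sets left out amacrine and horizontal cells (0.0761), microglia (0.0761), the oxidative stress response (0.147) and the unfolded protein response (0.163).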
